A study of Mus musculus with 62 samples.

How the data were processed

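The series holds 62 libraries, of which 34 come from mouse hippocampus and 28 from HT-22 cells, a mouse hippocampal neuronal cell line. Per the labels, hippocampi of both hemispheres were pooled for each mouse, and the RNA of each mouse was divided into a short-RNA and a long-RNA library. The mice carried the humanised and mutated App allele NL-G-F (called APP here) or were C57BL/6J mice (called WT here), and were 3, 6 or 12 months old. HT-22 cells received a locked nucleic acid oligonucleotide (LNA) against Hsf1 at 150 nM, or a scramble LNA at 50 uM as the labels state it, for 24 h, and then 30 uM of amyloid beta 1-42 peptide (Aβ42) or of a peptide with the reverse sequence. Per the labels' protocols, short RNA was enriched by size selection and made into small-RNA libraries with removal of very small fragments, and long RNA was fragmented and depleted of ribosomal RNA before library preparation.

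Each short-RNA library has a deposited file with 1 whole-number count for each of 119 positions, numbered 2 to 120, along the B2 element, a short interspersed repeat that is transcribed into noncoding RNA. The counts are not scaled, per the file headers and the values. Whether a count marks the end of a fragment or a base covered by a fragment is not given in the sources used here, and neither are the aligner and the B2 reference sequence. A total over these positions is the B2 part of a library and not its sequencing depth, which is not given in the sources used here. One HT-22 library, the short-RNA library of the reverse peptide and anti-Hsf1 LNA with replicate number 3, is titled as short RNA and described as long RNA. Its file holds B2 counts, and it was used as short RNA.

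Each long-RNA library has a deposited gene abundance table, with 1 file per library and no pooling. Per the file headers, the authors' tables give Coverage, FPKM and TPM for each gene. TPM was deposited per library and sums to 999823 to 999917, with ribosomal and mitochondrial ribosomal transcripts included. FPKM was deposited as a constant multiple of TPM within each library. The coverage signal was deposited as the mean read depth over each gene. The ratio of Coverage to FPKM, at its most frequent value, was taken as relative depth, and 33.6% to 39.3% of genes in the mouse libraries and 37.0% to 41.8% in the HT-22 libraries held that value. The number of reads per gene cannot be read from these units, so no count model was run on them. The aligner and the quantification tool are not given in the sources used here. Of the 53975 gene identifiers, 53934 are in GENCODE M21, and 98.3% of those have the same chromosome, start and end there, so coordinates are given as in the files, on GRCm38. Values of a gene identifier listed more than once in a file were summed.

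Groups were taken from the labels, and the tests, samples, gene lists and most alternatives were fixed before the data were examined. Long-RNA contrasts were tested with limma 3.58.1 (R 4.3.3) on log2(TPM + 1), with trend and robust empirical Bayes moderation, on genes with a mean TPM of at least 1. All mouse libraries entered 1 fit with 6 groups, and all HT-22 libraries entered another with 4 groups, so that each system shared 1 estimate of the spread. A gene was called when its Benjamini-Hochberg adjusted p was below 0.05. Log2 changes are on the log2(TPM + 1) scale, which understates the change of genes with low values. Contrasts were APP against WT at each age, their average over ages, the genotype by age interaction (an F test of the changes at 6 and at 12 months against that at 3 months), WT at 12 against 3 months, and in HT-22 cells each peptide contrast, each LNA contrast and their interaction.

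B2 counts were tested per position with edgeR 4.0.16 (glmQLFit and glmQLFTest, quasi-likelihood) with the B2 total as library size and no further scaling, at positions with a mean count of at least 10, again with Benjamini-Hochberg adjustment. The internal share was defined as the percent of the B2 total at positions above 20, and groups were compared by two-sided exact permutation tests (Python 3.11.15, scipy 1.17.1), with labels permuted within age or peptide where several strata entered. The p for a difference in internal share was obtained by doubling the smaller tail. The 95% Wilson intervals of single libraries cover counting error only, since reads without molecular identifiers are not independent molecules. B2 totals ran from 432 to 2355 in the mouse libraries and from 1550 to 4246 in the HT-22 libraries, which makes a share in a mouse library less precise. The correlation of the internal share with Hsf1 over mice used 100000 permuted pairings.

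Gene lists were tested with camera (preset inter-gene correlation 0.01) and fry, adjusted over the tested lists and contrasts. The 3 tested lists were plaque-associated glia (16 genes), heat shock (12) and immediate-early genes (12). Check lists of choroid plexus (10), blood (5), oligodendrocytes (8), neurons (8), homeostatic microglia (8), astrocytes (7), striatum (7), thalamus (6) and sex (5) were given as medians without adjustment. List medians are relative to the median change of all tested genes. Scores per library are means over a list of log2(scaled TPM + 1).

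The genes named were chosen by a rule fixed in advance. Hsf1 and App are always named. From the tested lists, up to 5 called genes per contrast with the smallest adjusted p are named. Up to 3 called genes that rose and 3 that fell with the largest log2 change are named per contrast, provided that no library of one group overlaps the other (at any age for the average, with no such condition for interactions), and genes with predicted names or listed as pseudogenes are passed over. Where no gene was called, the gene with the smallest p is named and said to be uncalled. Named B2 positions are the 3 with the highest mean share in each system, position 98, and up to 3 called positions per contrast. Gh, Gm23935, Rn7s1, Rn7s2, mt-Rnr1 and mt-Rnr2 lie outside this rule and were named after their values were seen.

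Alternatives fixed in advance were median of ratios scaling (size factors computed on TPM), FPKM, quantile normalisation, pseudocounts of 0.1 and 0.5, a mean TPM of at least 5, no filter, array weights, a fit of the compared groups alone, a replicate block and leaving out each library in turn. For B2 they were TMM factors, DESeq2 1.42.0, no minimum count, internal from position 11 or 31, the 7 positions from 95 on alone, a log2 ratio, leaving out the highest position, and a replicate block. Added after the data were seen were scaling to protein-coding genes, leaving out genes on X and Y, a term for 3 HT-22 libraries that stand apart on the first principal component (alone, with median of ratios scaling, or those libraries left out for B2), leaving out B2 positions 10 and 16, robust dispersion estimates for B2, and median of ratios scaling combined with the replicate block, with X and Y left out, with each library left out in turn, or for the Hsf1 correlation. Counts of calls were also computed for other groupings of the same libraries into groups of the same sizes, all of them or 100 drawn at random. Biotypes for the protein-coding share of TPM came from GENCODE M21.

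The procedures were tested on simulated data with 200 changed genes among those tested. For the APP against WT contrast, 76% of changed genes were recovered at 3 months (17473 genes), 73.5% at 6 months (17472 genes), 76.5% at 12 months (17465 genes) and 87.5% for the average (17468 genes), with 2, 5, 16 and 9 false calls beside 152, 147, 153 and 175 recovered genes. In HT-22 cells 69.5% were recovered for the peptides under scramble LNA (16948 genes), 63% under anti-Hsf1 LNA (16942 genes), 66% for the LNA with reverse peptide (16937 genes), 59.5% with Aβ42 (16940 genes) and 44% for the interaction (16954 genes), with 4, 9, 5, 5 and 9 false calls in this order. For B2, 10 of 34 mouse positions and 20 of 94 HT-22 positions were changed, by a log2 of 1 either way. At a single mouse age 0 of 10 were recovered at 3, 6 and 12 months, and 9 of 10 for the average, with 1 false call there and 0 at the single ages. In HT-22 cells 11 of 20 were recovered for the peptides under scramble LNA, 5 under anti-Hsf1 LNA, 6 for the LNA with reverse peptide, 9 with Aβ42 and 1 for the interaction, with 5 false calls for the LNA with Aβ42 and 0 in the other 4 comparisons. Figures were drawn with matplotlib 3.10.9.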

Results

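Long RNA was measured in 17 mouse hippocampus libraries and 14 HT-22 libraries, and B2 RNA in a short-RNA library for each of these. The mouse groups held 3 APP mice at each of 3, 6 and 12 months, 2 WT mice at 3 months and 3 WT mice at each of 6 and 12 months. The HT-22 groups held 4 libraries for each peptide under scramble LNA and 3 for each peptide under anti-Hsf1 LNA. Relative depth of the long-RNA libraries, as Coverage over FPKM, ran from 1.42 to 3.04 in mouse and from 0.724 to 2.60 in HT-22 cells. Total B2 counts ran from 432 to 2355 per mouse library (median 1095) and from 1550 to 4246 per HT-22 library (median 2336.5).

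A large part of TPM lay in a few noncoding transcripts. The predicted gene Gm23935 (ENSMUSG00000076258, chromosome 16, 11144125 to 11144181) took 2.45% to 24.3% of TPM in mouse and 5.37% to 44.3% in HT-22 libraries. On average mt-Rnr2 held 16.07% and mt-Rnr1 8.95% of TPM in mouse, and Rn7s1 and Rn7s2 held 6.76% and 5.49%. In APP mice at 6 months, protein-coding genes held 42.5% ± 7.6 (SD, n = 3) of TPM, against 27.3% ± 1.0 (SD, n = 3) in WT. At 3 months the shares were 35.6% ± 1.7 (SD, n = 3) in APP and 41.1% ± 5.4 (SD, n = 2) in WT, and at 12 months 35.2% ± 0.82 (SD, n = 3) and 32.8% ± 4.2 (SD, n = 3). In HT-22 cells the share was 34.8% ± 6.4 (SD, n = 3) with Aβ42 and anti-Hsf1 LNA. It was 56.5% ± 4.4 (SD, n = 4) with Aβ42 and scramble, 51.5% ± 3.3 (SD, n = 4) with reverse peptide and scramble, and 50.6% ± 1.7 (SD, n = 3) with reverse peptide and anti-Hsf1 LNA. Since each library sums to the same TPM, a fixed level of a coding gene reads higher where this share is higher, and counts are therefore given both on TPM as deposited and after median of ratios scaling.

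**Figure D1:**
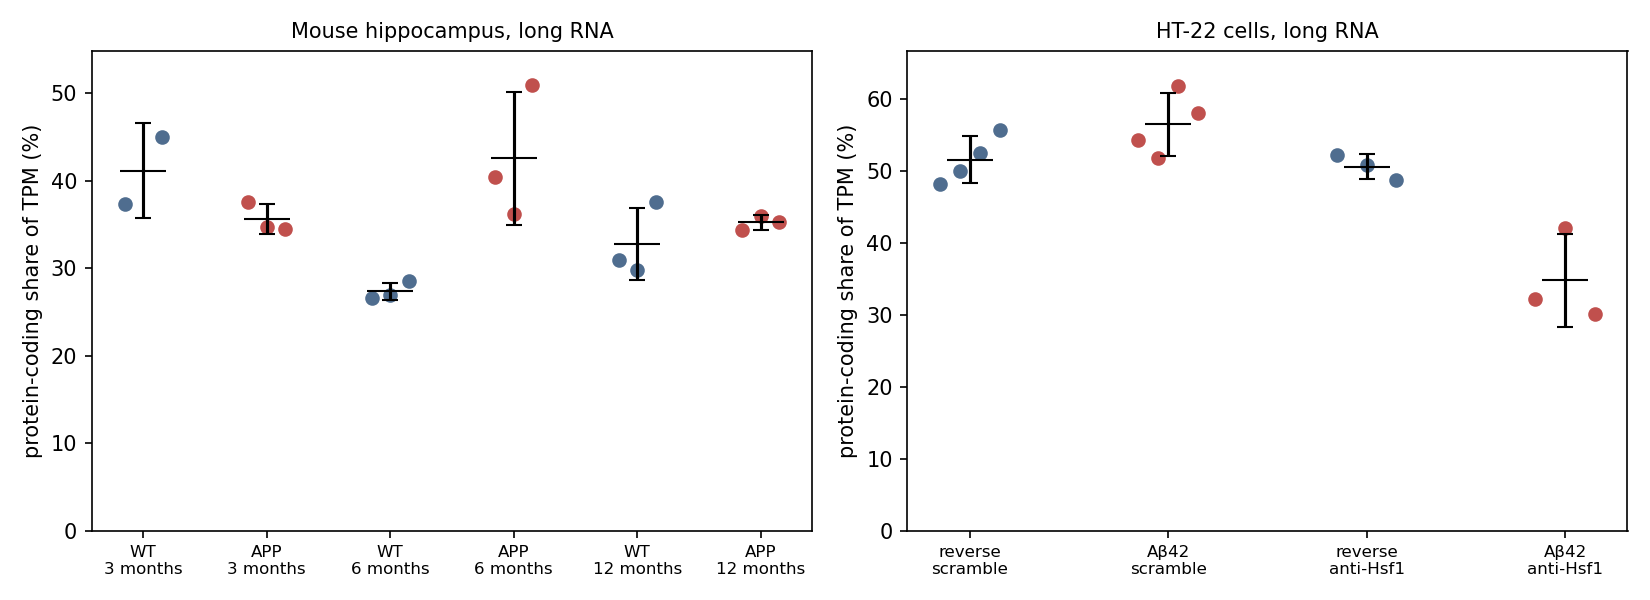
Share of TPM held by protein-coding genes (percent, vertical axis) per long-RNA library, in mouse groups by genotype and age (left) and in HT-22 groups by peptide and LNA (right). Points are libraries, and the horizontal marks with bars are mean ± SD. The 3 WT libraries at 6 months sit between 26.6% and 28.5%, and the 3 libraries with Aβ42 and anti-Hsf1 LNA between 30.0% and 42.1%.

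Hsf1 (ENSMUSG00000022556, chromosome 15, 76477422 to 76501913) was examined first, to check the LNA labels. Its level was 56.6 ± 11.5 TPM (SD, n = 4) with reverse peptide and scramble and 51.8 ± 7.27 TPM (SD, n = 3) with reverse peptide and anti-Hsf1 LNA. With Aβ42 it was 72.0 ± 8.74 TPM (SD, n = 4) under scramble and 34.1 ± 8.66 TPM (SD, n = 3) in the libraries labelled anti-Hsf1. Averaged over peptides, the libraries labelled anti-Hsf1 were lower by a log2 change of -0.593 (SE 0.134), with a two-sided exact permutation p of 0.018 over 1225 arrangements. Scaling to protein-coding genes moved it most, to -0.235, with an exact permutation p of 0.0588, and median of ratios scaling gave -0.258 with an exact permutation p of 0.0343. The change was -0.11 with reverse peptide (limma adjusted p 0.997) and -1.07 with Aβ42 (limma adjusted p 0.00113), and the latter became -0.37 after median of ratios scaling (limma adjusted p 0.52). The reduction was thus not seen in the reverse peptide libraries alone, and the groups are called libraries labelled anti-Hsf1 where a direction is drawn from them.

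**Figure D2:**
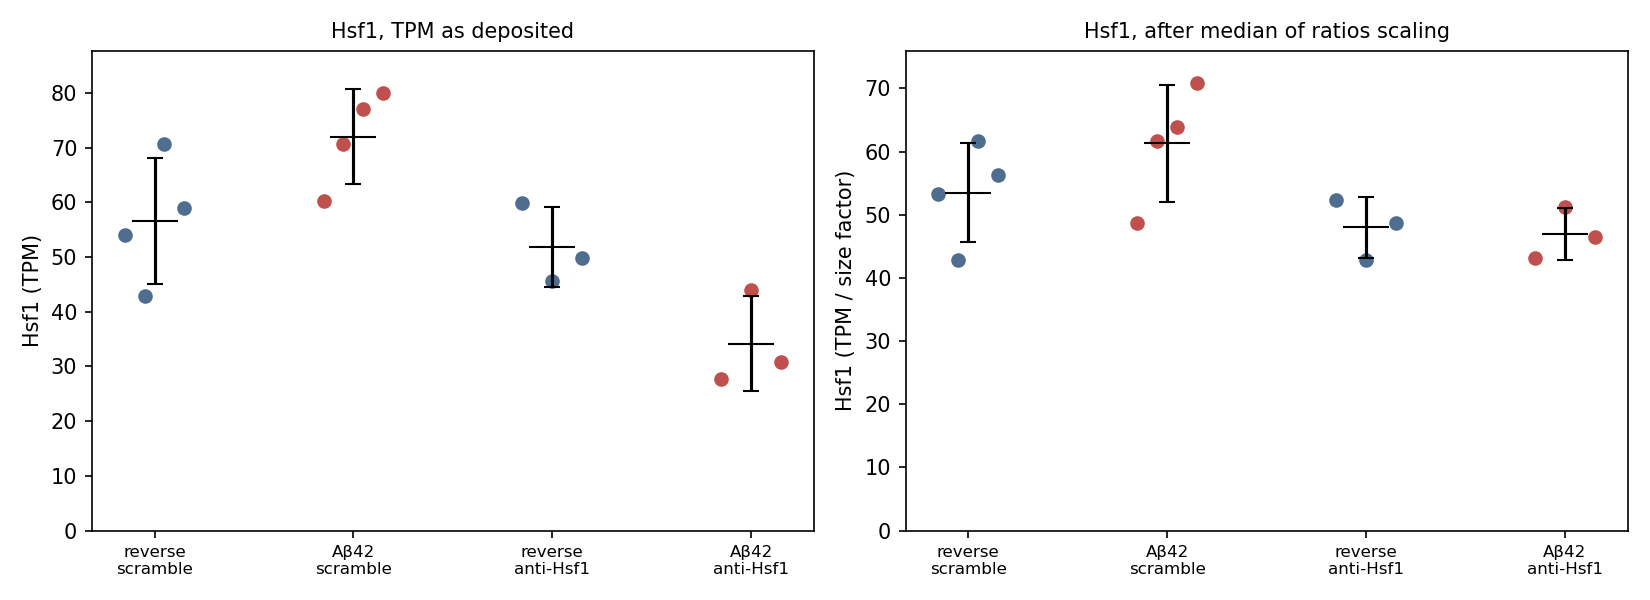
Hsf1 in the 14 HT-22 long-RNA libraries by peptide and LNA, as TPM (left) and as TPM divided by the median of ratios size factor (right). Points are libraries and marks with bars are mean ± SD. On the TPM axis the libraries with Aβ42 and anti-Hsf1 LNA lie at 27.7 to 44.0, below the 60.3 to 80.0 of Aβ42 with scramble, and the group means come closer after scaling (46.9 and 61.3).

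At 3 months, a stage the submitters describe as before symptoms, 71 of 17840 genes differed between APP and WT, 8 higher and 63 lower in APP. Median of ratios scaling gave 54 calls, 22 higher and 32 lower, of which 37 were called in both. The median change of all genes was -0.16, and 0 after that scaling. The count rested on single libraries. It was 2 without WT replicate 2, 8 without WT replicate 1, 11 without APP replicate 1 and 205 without APP replicate 3. The scaled count was 11 and 13 without WT replicates 2 and 1, and 22 and 375 without APP replicates 1 and 3. The largest rise was in Foxp2 (ENSMUSG00000029563, chromosome 6, 14901349 to 15441977), from 1.59 ± 0.624 TPM (SD, n = 2) in WT to 13.2 ± 8.78 TPM (SD, n = 3) in APP, a log2 change of 2.28 (SE 0.46, limma adjusted p 0.0387). Scn4b rose by 1.60 (limma adjusted p 0.0355). Klk6 was listed at 0 in both WT libraries and at 0.947 to 5.59 TPM in APP (limma adjusted p 0.0273). Fibcd1 and Islr2 both fell by 1.64 (limma adjusted p 0.0132 for each). Islr2 (ENSMUSG00000051243, chromosome 9, 58196297 to 58204319) was at 37.9 ± 3.13 TPM (SD, n = 2) in WT and 11.7 ± 3.28 TPM (SD, n = 3) in APP. Tspan18 fell by 1.56 (limma adjusted p 0.0197). All 6 also passed the threshold after median of ratios scaling, but none did when the 3-month groups were fitted alone (limma adjusted p 0.228 to 0.363), and Foxp2, Klk6 and Scn4b did not without the filter on low TPM (0.0904, 0.0589 and 0.0935). Foxp2, Klk6 and Scn4b lost their calls without APP replicate 1 or 2 or WT replicate 1 or 2 (limma adjusted p up to 0.222, 0.236 and 0.221). Tspan18 lost its call without APP replicate 1 or WT replicate 1 or 2 (up to 0.135), Fibcd1 without WT replicate 1 or 2 (up to 0.121) and Islr2 without WT replicate 2 (0.121). Hsf1 changed by -0.33 (limma adjusted p 0.565) and App (ENSMUSG00000022892, chromosome 16, 84949685 to 85173766) by -0.07 (limma adjusted p 0.933), which became 0.13 after that scaling.

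At 6 months, when plaques and symptoms appear according to the series description, 10339 genes were called, 10267 higher and 72 lower in APP, with a median change of all genes of 0.60. After median of ratios scaling 307 were called, 76 higher and 231 lower, and 127 were called in both. Leaving out any 1 library gave 7042 to 10416 calls on TPM, and 66 to 284 after scaling, with 77 and 66 without APP replicates 2 and 3 and 70 and 154 without WT replicates 1 and 2. Xist (ENSMUSG00000086503, chromosome X, 103460366 to 103483254) was 6.96 higher on the log2 scale in APP (SE 0.15, limma adjusted p 4.1e-16). The Y-linked genes Ddx3y and Uty changed by -4.33 and -4.06 (limma adjusted p 7.95e-12 and 1.17e-10), and Eif2s3y was at 18.4 ± 3.18 TPM (SD, n = 3) in WT and listed at 0 in the APP libraries. The mitochondrial tRNA gene mt-Tg was at 261 ± 54.9 TPM (SD, n = 3) in APP and 17.8 ± 4.80 (SD, n = 3) in WT (limma adjusted p 0.00134, and 0.0205 after scaling). Prl was higher by 3.98 (SE 1.2, limma adjusted p 0.0155, 0.0978 after scaling), with 111 TPM in APP replicate 3 and 2.60 and 9.59 TPM in the other 2 APP libraries. Its call was lost without APP replicate 3 (limma adjusted p 0.051) and when the 6-month groups were fitted alone (0.0789). From the tested lists, C4b rose by 1.5 (limma adjusted p 0.000778), Hsph1 by 1.01 (0.000503), Axl by 0.80 (0.000853), Hsp90ab1 by 0.77 (0.00093) and Hspd1 by 0.74 (0.000843). None of these 5 passed the threshold after scaling, with changes of 0.83, 0.30, 0.13, 0.06 and 0.03. Hsf1 rose by 0.84 (limma adjusted p 0.00297) on TPM and by 0.18 (0.598) after scaling, and App by 0.70 (0.0136) on TPM and by -0.02 (0.979) after scaling. App lost its call on TPM without APP replicate 3 or WT replicate 2 (limma adjusted p up to 0.0721).

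At 12 months, the stage described as terminal, 114 genes were called, 109 higher and 5 lower in APP. After median of ratios scaling 77 were called, 73 higher and 4 lower, and 75 of these were called in both. Without single libraries the count was 61, 75 and 69 for APP replicates 1, 2 and 3 and 56 and 64 for WT replicates 1 and 2. The scaled count fell without any 1 library, to 17, 47 and 29 for APP replicates 1, 2 and 3 and to 36, 37 and 41 for WT replicates 1, 2 and 3. Cst7 (ENSMUSG00000068129, chromosome 2, 150570415 to 150578944) was at 31.8 ± 5.40 TPM (SD, n = 3) in APP and 0.215 ± 0.218 TPM (SD, n = 3) in WT, a log2 change of 4.76 (SE 0.62, limma adjusted p 0.0014). Cd74 rose by 3.48 (limma adjusted p 0.00547), with APP libraries from 18.0 to 97.3 TPM. Gfap (ENSMUSG00000020932, chromosome 11, 102887336 to 102900912) rose from 120 ± 23.9 TPM (SD, n = 3) to 545 ± 73.0 TPM (SD, n = 3), a log2 change of 2.19 (SE 0.27, limma adjusted p 0.000432). Tyrobp rose by 2.22, C4b by 2.01 and Ctsd by 1.60 (limma adjusted p 0.000849, 0.00116 and 0.000113). All 6 passed the threshold after scaling as well. Xist was higher by 6.45 and the Y-linked Ddx3y and Uty changed by -4.39 and -3.95 (limma adjusted p 1.63e-15, 6.08e-12 and 1.9e-10). Eif2s3y was at 22.8 ± 5.68 TPM (SD, n = 3) in WT and listed at 0 in APP. Leaving out any 1 library changed none of these calls, but Cd74 was not called when the 12-month groups were fitted alone (limma adjusted p 0.21), and App was called with array weights (0.72, 0.0238). Hsf1 changed by 0.12 (limma adjusted p 0.928) and App by 0.56 (0.503).

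The contrast averaged over ages called 1353 genes, 1326 higher and 27 lower, and 43 after median of ratios scaling, 21 higher and 22 lower, with 36 called in both. This count moved with nearly every library. It was 277 and 392 without WT 3-month replicates 1 and 2, 429 and 563 without WT 6-month replicates 1 and 2, and 285, 315 and 3648 without WT 12-month replicates 1, 2 and 3. It was 672 and 568 without APP 3-month replicates 1 and 2, 653, 2868 and 455 without APP 6-month replicates 1, 2 and 3, and 425, 478 and 356 without APP 12-month replicates 1, 2 and 3. The scaled count was 143 without APP 3-month replicate 3, 17 and 19 without APP 3-month replicates 1 and 2, and 19, 25 and 11 without APP 12-month replicates 1, 2 and 3. It was 13 without WT 3-month replicate 2, 14, 26 and 14 without WT 6-month replicates 1, 2 and 3, and 12, 10 and 27 without WT 12-month replicates 1, 2 and 3. Xist was higher by 4.33, H2-Ab1 by 1.35, Klk6 by 1.28 and Lyz2 by 1.09, and Nnt fell by 0.95. H2-Ab1 lost its call without WT 3-month replicate 2 (limma adjusted p 0.0508). Of these, Xist, Klk6 and Nnt passed the threshold after scaling (limma adjusted p 9.76e-16, 0.0327 and 0.0125), but Nnt has 2 overlapping entries in the annotation and its change is uncertain. C4b, Tyrobp, Gfap and Ctsd rose by 1.10, 1.02, 0.99 and 0.73 on TPM (limma adjusted p 0.00364, 0.00803, 0.00638 and 0.00255) and were above the threshold after scaling (0.0633, 0.0939, 0.0962 and 0.086). Hsf1 changed by 0.21 (limma adjusted p 0.247) and App by 0.40 (0.067). App was called with a mean TPM of at least 5 (0.0471), with array weights (0.0129), and without APP 6-month replicate 2, APP 12-month replicate 3 or WT 12-month replicate 3.

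The genotype by age interaction called 5910 genes, and 83 after scaling, with 63 in both. It was 3671 without APP 6-month replicate 3, 2950 without WT 3-month replicate 2 and 3612 without WT 6-month replicate 1. The scaled count was 177 and 205 without APP 3-month replicates 2 and 3, 41 without APP 6-month replicate 3, and 31, 35 and 34 without APP 12-month replicates 1, 2 and 3. It was 33 and 16 without WT 3-month replicates 1 and 2, 24 without WT 6-month replicate 1, and 51 and 44 without WT 12-month replicates 1 and 2. In WT mice, 21 genes differed between 12 and 3 months, 4 higher and 17 lower, and 11 after scaling, 6 higher and 5 lower. That count was 6 without WT 3-month replicate 2, and 10, 7 and 1420 without WT 12-month replicates 1, 2 and 3, and the scaled count was 22 without WT 3-month replicate 1. It included Xist, lower by a log2 change of -6.38, Ddx3y and Uty, higher by 4.44 and 3.99, and Eif2s3y, which was listed at 0 at 3 months. Gpr17 fell by 1.75 (limma adjusted p 0.00258, 0.0183 after scaling) and Zbtb40 by 1.39 (0.0156, 0.101 after scaling). Without WT 3-month replicate 2 Gpr17 was no longer called (limma adjusted p 0.153), and Zbtb40 was not called without that library or WT 12-month replicate 1 or 2 (0.0714 to 0.458). Hsf1 changed by -0.50 (limma adjusted p 0.211, and 0.0208 with array weights) and App by -0.35 (0.385) in this contrast, and App turned to 0.04 after quantile normalisation.

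Xist was at 74.8 to 201 TPM in the 9 APP libraries and the 2 WT libraries of 3 months, where Ddx3y was at most 0.0828 TPM. In the 6 WT libraries of 6 and 12 months, Xist was at 0.215 to 0.438 TPM and Ddx3y (ENSMUSG00000069045, chromosome Y, 1260771 to 1286629) at 19.3 to 23.4 TPM. The labels give no sex. The APP against WT contrasts at 6 and 12 months, their average, the interaction and the WT age contrast therefore also compare libraries with and without Y-linked transcripts, and only the 3-month contrast does not. Of the calls at 6 and 12 months after scaling, 19 and 9 lay on chromosomes X or Y.

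The list of plaque-associated glia had 15 tested genes in mouse. At 12 months its median change was 1.89 above that of all genes, with 15 of 15 genes higher than the median of all (camera adjusted p 5.01e-41, fry adjusted p 0.000119), and 1.87 after median of ratios scaling (camera 5.31e-37, fry 0.000972). Over all tested genes 12 of its members were called, and 15 when adjusted over the list alone. At 6 months it was 0.31 higher (camera adjusted p 0.277, fry 0.00384), with 11 called over all genes and 12 adjusted over the list alone. After scaling it was 0.40 higher (camera 0.0172, fry 0.59), with 0 called in either way. At 3 months it was 0.06 higher (camera adjusted p 0.699, fry 0.687) with 0 called in either way, although its unadjusted median change was -0.10. Averaged over ages it was 0.83 higher (camera adjusted p 2.91e-13, fry 0.000352), with 14 called over all genes and 14 adjusted over the list alone, and 1 and 14 after scaling. In WT at 12 against 3 months it was 0.25 higher (camera adjusted p 0.00368, fry 0.989), with 0 called and 1 adjusted over the list alone, and after scaling 0.20 higher (0.0522 and 0.684) with 0 and 2.

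**Figure D3:**
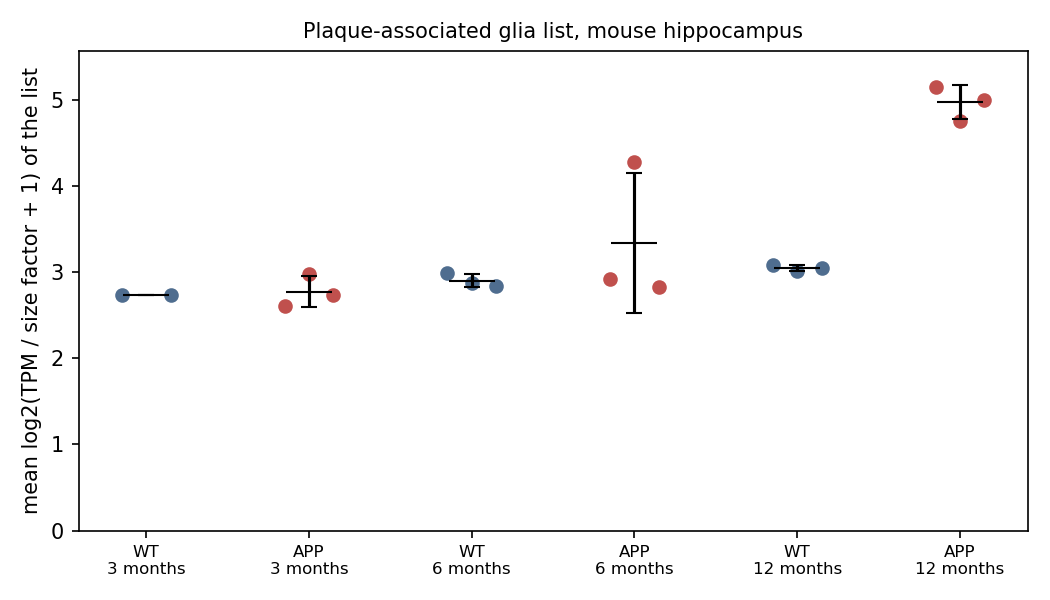
Score of the plaque-associated glia list per mouse long-RNA library, as the mean over its genes of log2(TPM divided by size factor + 1), by genotype and age. Points are libraries and marks with bars are mean ± SD. The APP libraries of 12 months sit between 4.76 and 5.16 and the 8 WT libraries between 2.74 and 3.08, while 1 APP library of 6 months lies at 4.28 and the other 2 at 2.83 and 2.92.

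The heat shock list was 0.12, 0.16 and 0.20 above all genes in APP at 3, 6 and 12 months (camera adjusted p 0.236, 0.057 and 0.00639, fry 0.886, 0.000119 and 0.0243), with 0, 10 and 0 called over all genes and the same numbers adjusted over the list alone. After scaling, the list at 6 months was 0.06 higher (camera 0.349, fry 0.59) with 0 called, fry adjusted p at 12 months was 0.125, and 3 genes at 3 months passed over the list alone. Averaged over ages it was 0.13 higher (camera 0.00115, fry 0.000528), with 3 called and 8 adjusted over the list alone, and after scaling 0.12 higher (camera 0.00147, fry 0.0345) with 0 called and 2 over the list alone. In WT at 12 against 3 months it changed by -0.35 (camera 0.000704, fry 0.00125), with 0 called and 8 adjusted over the list alone, and after scaling by -0.30 (0.000323 and 0.0345) with 0 in both. The immediate-early list was 0.41 higher at 3 months (camera adjusted p 0.00127, fry 0.603), 0.03 at 6 months (0.215 and 0.198), -0.01 at 12 months (0.834 and 0.687), 0.11 averaged (0.611 and 0.198) and -0.53 in WT at 12 against 3 months (0.0207 and 0.09). At 6 months its median was above 0 and its camera direction was down. Over all genes 0, 2, 0, 1 and 0 of its members were called in these 5 contrasts, and 1, 1, 0, 2 and 1 adjusted over the list alone. After scaling none was called over all genes and 2, 0, 0, 0 and 1 passed over the list alone. Of the mouse camera calls on TPM, those of plaque glia at 12 months and averaged and of heat shock at 12 months, averaged and in WT age were also past the threshold under fry. The others were not.

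Check lists gave the following medians relative to all genes in APP against WT at 3, 6 and 12 months. Thalamus was at 1.61, 0.43 and -0.08, striatum at 1.03, -0.27 and -0.09, and blood at 1.11, -0.52 and -0.10. Choroid plexus was at -0.24, -0.94 and 0.94, and homeostatic microglia at 0.09, 0.13 and 0.60. Oligodendrocytes were at 0.44, 0.14 and 0.23, astrocytes at 0.26, 0.12 and 0.17, neurons at -0.14, 0.20 and -0.07, and the sex list at 0.16, -4.66 and -4.07. After scaling these directions held except that the sex list at 3 months became 0.

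In HT-22 cells under scramble LNA, which asks for the effect of Aβ42 alone, limma called 0 of 17291 genes between Aβ42 and reverse peptide, 1489 at an unadjusted p under 0.05, and 0 and 865 after median of ratios scaling. Leaving out reverse scramble replicate 4 gave 1 call. The smallest p belonged to Gcc2, which was not past the threshold (log2 change 0.73, limma adjusted p 0.57), and Hsf1 and App changed by 0.36 and 0.43 (0.57 for each). Between libraries labelled anti-Hsf1 and scramble with reverse peptide, limma called 0 genes, 468 at an unadjusted p under 0.05, and 0 and 620 after scaling. The smallest p belonged to Mir7223, not past the threshold (1.73, limma adjusted p 0.997), and App changed by -0.07 (limma adjusted p 0.997).

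Among libraries labelled anti-Hsf1, 4197 genes differed between Aβ42 and reverse peptide, 7 higher and 4190 lower, with a median change of -0.52. After median of ratios scaling limma called 0, with 788 at an unadjusted p under 0.05, and 2 without Aβ42 replicate 3. The count on TPM was 0 without Aβ42 replicate 1 (4972 at an unadjusted p under 0.05), 6352 without Aβ42 replicate 2 and 4 without Aβ42 replicate 3. It was 0, 0 and 2248 without reverse peptide replicates 1, 2 and 3, with 5360 and 6164 at an unadjusted p under 0.05 for the first and second. The genes that rose most were Mir6236 (5.60), CT010467.1 (2.48) and Vkorc1l1 (1.12), with limma adjusted p 0.0132, 0.015 and 0.0445. CT010467.1, on chromosome 17 at 39846353 to 39848827, is annotated as ribosomal RNA. Snord57, Snord68 and Mir3084-2 changed by -3.21, -2.39 and -2.35 (limma adjusted p 0.0413, 0.0196 and 0.0132). Dusp1, Hsp90aa1, Hsph1, Hspa8 and Cd9 changed by -0.99, -0.76, -0.64, -0.55 and -0.51 on TPM (limma adjusted p 0.0146 to 0.027), and by -0.41, -0.17, -0.05, 0.04 and 0.06 after scaling. Snord57 and Vkorc1l1 lost their calls without any 1 of the 6 libraries (limma adjusted p up to 0.145 and 0.134), and Mir6236, Mir3084-2, Dusp1, Hsp90aa1, Hsph1, Hspa8 and Cd9 without 4 of them, Aβ42 replicates 1 and 3 and reverse peptide replicates 1 and 2 (up to 0.0786, 0.0786, 0.0812, 0.0801, 0.0862, 0.114 and 0.116). CT010467.1 and Snord68 lost theirs without Aβ42 replicate 1 and reverse peptide replicates 1 and 2 (up to 0.0803 and 0.0976). Hsf1 changed by -0.61 (limma adjusted p 0.0445, up to 0.176 without 5 of the 6 libraries) and by -0.03 after scaling, and App by -0.30 (0.282) and by 0.29 after scaling.

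With Aβ42, 8766 genes differed between libraries labelled anti-Hsf1 and scramble, 26 higher and 8740 lower, with a median change of -0.62. After scaling 4 were called, 4 higher and 0 lower, and all 4 were among the 8766. Without single libraries the count on TPM was 5897 to 9307. The scaled count was 0, 0 and 0 in limma without Aβ42 scramble replicates 1, 3 and 4 and 0 without anti-Hsf1 replicate 1 (963 to 2691 at an unadjusted p under 0.05), and 1 and 16 without anti-Hsf1 replicates 2 and 3. Mir6236 was listed at 45.7 to 205 TPM in the 3 anti-Hsf1 libraries and at 0 in 3 of the 4 scramble libraries (log2 change 5.85, limma adjusted p 0.000963, 0.0423 after scaling). Bc1 rose by 2.42 (limma adjusted p 0.0058). The 2 overlapping entries of Rnu3b3 changed by 3.88 and -3.71 and are uncertain. Both mt-Ts2 and Hist1h2be were lower (-4.12 and -2.95, limma adjusted p 0.0331 and 0.0197), and lost their calls without 4 and 2 of the 7 libraries (up to 0.0858 and 0.0642). Dusp1, Hspa8, Hsp90aa1, Hsp90ab1 and Ctsd changed by -1.05, -0.91, -0.79, -0.73 and -0.72 on TPM (limma adjusted p 0.000963 to 0.00251) and by -0.34, -0.19, -0.07, -0.01 and 0.00 after scaling. App changed by -0.80 (limma adjusted p 0.00584) and by -0.08 after scaling.

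The peptide by LNA interaction called 4379 genes, 10 positive and 4369 negative, with a median of -0.68, and limma called 0 after scaling, with 892 at an unadjusted p under 0.05, and 1 and 3 without Aβ42 anti-Hsf1 replicate 3 and reverse scramble replicate 4. The count was 520 and 1467 without Aβ42 anti-Hsf1 replicates 1 and 3, 2326 without reverse scramble replicate 1, and 1158 and 2360 without reverse anti-Hsf1 replicates 1 and 2. Mir6236 had the largest positive value (6.11) and Snord57 and Mir22 the largest negative ones (-3.95 for each). Hsf1 was at -0.96 (limma adjusted p 0.024), and at -0.22 after scaling (1.0), and App at -0.72 (0.0735). Without single libraries Mir22 lost its call in 11 of 14 fits and Snord57 in 12 (limma adjusted p up to 0.115 and 0.119), and Hsf1 in 3 (up to 0.0751). Bc1, CT010467.1 and Snord11, named in this contrast as well, lost theirs in 7, 10 and 9 fits (up to 0.0935, 0.0921 and 0.1), and Dusp1, Hsp90aa1, Hspa8, Hsph1 and Ctsd in 1, 3, 3, 4 and 6.

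In HT-22 cells the heat shock list (11 tested genes) was 0.00, 0.03, -0.15, -0.11 and -0.02 from all genes for Aβ42 under scramble, Aβ42 under anti-Hsf1, anti-Hsf1 with reverse peptide, anti-Hsf1 with Aβ42 and the interaction. Camera adjusted p was 0.231 to 0.792. Fry adjusted p was 0.198, 0.00125, 0.687, 0.000119 and 0.0013 on TPM, and 0.269 to 0.841 after scaling. Of its genes 0, 3, 0, 8 and 3 were called over all genes, and 0, 6, 0, 8 and 5 adjusted over the list alone. The immediate-early list was at 0.52, -0.18, -0.62, -1.36 and -0.66 in the same order, with camera adjusted p 0.543, 0.057, 0.0383, 0.792 and 0.45, and fry 0.399 or more except 0.095 for anti-Hsf1 with Aβ42. In that contrast camera gave 0.000323 and fry 0.525 after scaling. Of its members 0, 1, 0, 2 and 1 were called over all genes and as many adjusted over the list alone. The immediate-early score was 5.74 and 6.00 in Aβ42 scramble replicates 3 and 4 and 5.87 in reverse scramble replicate 4, and 2.73 to 3.30 in the other 11 HT-22 libraries. In the other 2 Aβ42 scramble libraries it was 2.73 and 2.93, beside 2.90 to 3.17 in the Aβ42 libraries with anti-Hsf1 LNA. Camera's direction was up where the immediate-early median was -0.18 and -0.66, and down where the heat shock median was 0.03. The plaque glia list (8 tested genes) was at 0.02, 0.03, -0.12, -0.16 and -0.05, with camera adjusted p 0.236 to 0.997, and fry 0.399, 0.0482, 0.63, 0.00238 and 0.0458. Of its members 0, 1, 0, 7 and 2 were called over all genes and as many adjusted over the list alone. After scaling no list had a called member in HT-22 cells.

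The internal share of B2 counts asks whether B2 RNA fragments lie further inside the element. In mice it was 84.4% ± 1.7 (SD, n = 3) in APP and 85.3% ± 5.2 (SD, n = 2) in WT at 3 months, 84.8% ± 3.8 and 77.7% ± 9.4 (SD, n = 3 each) at 6 months, and 84.6% ± 4.2 and 84.4% ± 2.1 (SD, n = 3 each) at 12 months. Differences were -0.93 points at 3 months (exact permutation p 1, smallest possible 0.2), 7.14 at 6 months (exact permutation p 0.4, smallest possible 0.1) and 0.16 at 12 months (exact permutation p 1, smallest possible 0.1). Averaged over ages the difference was 2.12 points (exact permutation p 0.436). WT replicate 3 at 6 months stood lowest at 67.3% (95% Wilson interval 64.6 to 70.0), with 7.97% of its counts at position 10 and 15.18% at position 16. Without that library the difference at 6 months was 1.96 points and the average 0.40. Leaving out single libraries gave 1.96 to 11.14 at 6 months, 0.40 to 3.46 averaged, -4.58 to 2.71 at 3 months and -2.15 to 1.87 at 12 months. The sign turned at 3 months without WT replicate 1 (2.71) or APP replicate 1 (0.03), and at 12 months without APP replicate 2 (-2.15) or WT replicate 2 (-1.02).

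In HT-22 cells the internal share was 76.5% ± 1.5 (SD, n = 4) with Aβ42 and scramble, 73.0% ± 2.6 (SD, n = 4) with reverse peptide and scramble, 70.6% ± 1.5 (SD, n = 3) with Aβ42 and anti-Hsf1 LNA and 68.6% ± 4.1 (SD, n = 3) with reverse peptide and anti-Hsf1 LNA. The difference between Aβ42 and reverse peptide was 3.54 points under scramble (exact permutation p 0.0571, smallest possible 0.0286) and 1.96 under anti-Hsf1 LNA (exact permutation p 0.7, smallest possible 0.1), where it became -0.40 without reverse peptide replicate 1. Libraries labelled anti-Hsf1 differed from scramble by -4.36 points with reverse peptide (exact permutation p 0.171) and -5.93 with Aβ42 (exact permutation p 0.0571). The p doubles the smaller tail, and 0.0571 is the smallest value this rule allows for both. The interaction was -1.58 points (exact permutation p 0.713). Without reverse anti-Hsf1 replicate 1 the LNA difference with reverse peptide was -1.99 and the interaction -3.94. Leaving out single libraries gave 2.29 to 4.27 for the peptides under scramble, -5.75 to -1.99 and -6.79 to -5.45 for the LNA with reverse peptide and with Aβ42, and -3.94 to -0.19 for the interaction. Over the 9 comparisons of internal share the Benjamini-Hochberg adjusted p was 0.257 to 1. At a single age, between peptides under anti-Hsf1 LNA and between LNAs no outcome could bring the exact permutation p, with the smaller tail doubled, to 0.05. With Aβ42 the LNA groups did not overlap (69.6% to 72.3% and 74.6% to 78.0%), and their difference was larger than the SD of either group. Restricting to the 7 positions from 95 on moved the scramble difference most, to -2.62 points.

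**Figure D4:**
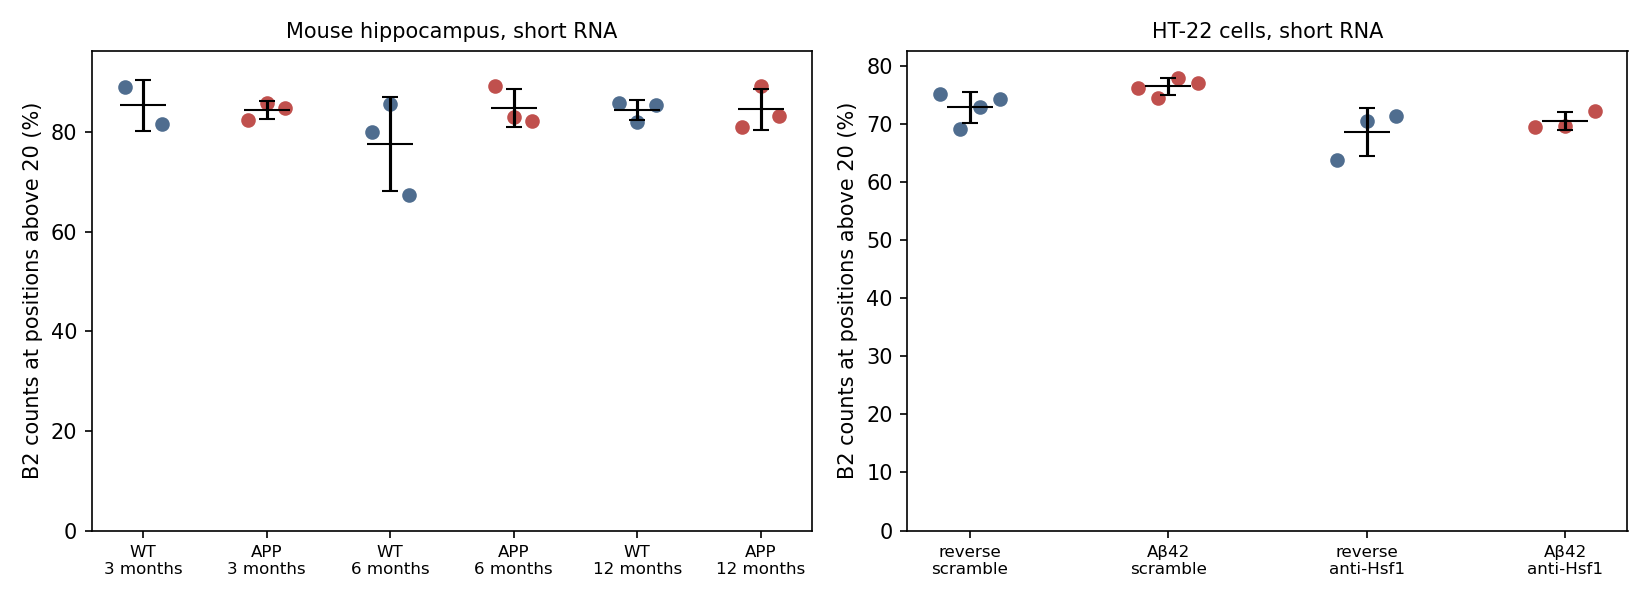
Percent of B2 counts at positions above 20 per short-RNA library, in mouse groups by genotype and age (left) and HT-22 groups by peptide and LNA (right). Points are libraries and marks with bars are mean ± SD. WT libraries at 6 months run from 67.3% to 85.7%, and the 3 libraries with Aβ42 and anti-Hsf1 LNA (69.6% to 72.3%) lie below the 4 with Aβ42 and scramble (74.6% to 78.0%).

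Along the element, edgeR's quasi-likelihood test called 0 of 34 positions in mice at 3, 6 and 12 months and for the average, with 0, 2, 0 and 0 at an unadjusted p under 0.05, and DESeq2 called 0 in each. At 6 months 2 positions were called without APP replicate 2 and 4 without WT replicate 2. Position 98, a cleavage site known for B2 RNA, changed by 0.49, 0.34 and 0.42 at 3, 6 and 12 months and by 0.42 on average (edgeR adjusted p 0.941 or more). Positions 33 and 100 and the position after it, with the highest mean shares, changed by 0.19, -0.23 and 0.09 on average (edgeR adjusted p 0.945 for each). In HT-22 cells 94 positions were tested. Between Aβ42 and reverse peptide under scramble, 7 were called, 1 higher and 6 lower with Aβ42, and DESeq2 called 11. The edgeR count was 2 without reverse scramble replicate 1, 2 without replicate 3 and 16 without replicate 4. Positions 95, 112 and 3 changed most, by -1.23, -1.15 and -1.14 (edgeR adjusted p 0.0462, 0.03 and 0.00321), position 2 changed by -1.04 (0.00894) and position 98 by -0.75 (0.089). With Aβ42, 12 positions were called between libraries labelled anti-Hsf1 and scramble, 4 higher and 8 lower, and DESeq2 called 12. It was 5 and 7 without Aβ42 anti-Hsf1 replicates 1 and 3. Positions 106, 95 and 107 changed by -1.53, 1.5 and -1.28 (edgeR adjusted p 0.00153, 0.0106 and 0.00566), position 2 by 1.02 (0.0106) and position 98 by 0.30 (0.694). In the peptide contrast position 112 lost its call without Aβ42 replicate 2, 3 or 4 or reverse peptide replicate 3 (changes of -1.23 to -1.04), and position 95 without Aβ42 replicate 4 or reverse peptide replicate 1 or 3 (-1.12 to -0.86). Both were not called by DESeq2, which called position 98. In the LNA contrast position 95 was not called without Aβ42 anti-Hsf1 replicate 1 (1.22), nor position 2 without replicate 2 (0.67). Both comparisons use the same 4 libraries with Aβ42 and scramble. Positions 6 and 7, also among the 3 with the highest share, were not called in any contrast. In the peptide contrast under anti-Hsf1 LNA, the LNA contrast with reverse peptide and the interaction, edgeR called 0 positions, with 1, 4 and 9 at an unadjusted p under 0.05, and DESeq2 called 0. Without single libraries the interaction gave 1 call (Aβ42 scramble replicate 4) and 4 (reverse scramble replicate 4).

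Across the 17 mice, the internal share and log2 Hsf1 had a Pearson r of 0.26 (permutation p 0.335) and a Spearman rho of 0.23 (permutation p 0.382). Without the 2 mice farthest from the median Hsf1, r was 0.42 (permutation p 0.124) and rho 0.44 (0.107). With Hsf1 after median of ratios scaling r was 0.11 (permutation p 0.702) and rho 0.13 (0.625). On residuals from the 6 group means r was -0.27 (permutation p 0.296) and rho -0.22 (0.391), so the sign was not held within groups. This was the only correlation computed across samples.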

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

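The tests of explanations given here, and the regroupings of libraries, were chosen only after the results were seen, while median of ratios scaling and leaving out libraries were planned.

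In HT-22 cells, 90 combinations of a group of 4 or more libraries and a quantity were searched for a library far from the others of its group, and 6 were found, where chance gives about 4.5 (1 in 20). The first was the immediate-early score of reverse scramble replicate 4, at 5.87 against 3.01 to 3.22 in the other 3 libraries. Aβ42 scramble replicates 3 and 4 were as high (5.74 and 6.00), and the other 11 HT-22 libraries were at 2.73 to 3.30. The peptide and the LNA cannot alone explain this, since 5 libraries of the same 2 groups had a low score. Sequencing depth cannot be told apart from the pattern, because the 3 libraries are among the deepest and only 1 other library reaches the depth of the shallowest of them (1.21 and 1.20 by Coverage over FPKM). That library scored 3.22, but 1 library excludes nothing. A handling or library batch cannot be told apart either, since the labels give no batch and 0 of the 3 are in the anti-Hsf1 groups. No biological explanation beyond the peptide and the LNA was tested.

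The other 5 were single genes. Mir6236 was at 4.3 TPM in Aβ42 scramble replicate 1 (0 in the others) and at 13.0 TPM in reverse scramble replicate 2 (0 to 0.589). Bc1 was at 0.924 TPM in Aβ42 scramble replicate 3 and Mir7223 at 0.522 TPM in reverse scramble replicate 2, with 0 in the others of their groups. Ctsd was at 213 TPM in Aβ42 scramble replicate 1, below the 241 to 244 TPM of the others. This number of single genes is near what chance gives, 4 of the 5 concern values near the floor of the tables or of a gene mostly listed at 0, and no explanation was tested for them.

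The change between APP and WT differed between ages in 5910 genes of the mouse long-RNA data (limma F test). Other groupings of the libraries within ages gave as many calls in 3 of 100 draws, the real one included, which excludes chance at that share, although the highest draw gave 8088. A different share of TPM taken by abundant noncoding transcripts is a candidate cause of most of them. The protein-coding share changed by a log2 of 0.83 more at 6 months than at 3, and the median gene by 0.76. A rise of most coding genes raises that share too, since TPM has a fixed sum, so the likeness of these values decides nothing. After median of ratios scaling 83 genes were called. TPM has no absolute total, so a change of total RNA stays open.

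Among the named genes of that interaction, Xist (adjusted p 2.27e-13 from limma) and Eif2s3y (5.14e-08) follow the Xist and Y-linked pattern of the libraries. The sex of the mice accounts for it in 17 of 17 libraries, which have either Xist or Ddx3y above 5 TPM and not both, 6 with Ddx3y and 11 with Xist. RNA of both sexes mixed in a library is excluded, with 0 libraries having both. WT mice of 3 months carried Xist and WT mice of 6 and 12 months did not, so sex changes along with age and genotype in the interaction, and it stays open for every gene named here.

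The plaque glia genes Cst7, Ctsd, Gfap, Csf1 and C4b had adjusted p of 0.00469, 0.00205, 0.00217, 0.0039 and 0.00427 (limma), with changes at 12 months above those at 3 months by 4.91, 1.70, 2.61, 1.51 and 2.23. After median of ratios scaling adjusted p was 0.034, 0.0352, 0.0582, 0.106 and 0.114. For the rise of the whole list at 12 months, a different share of noncoding transcripts is argued against, since its median above all genes was 1.87 after scaling. More choroid plexus in the dissection is argued against, since the 2 libraries with a higher choroid plexus score than the 12-month APP libraries had a list score of 2.74 at most, below the lowest 12-month APP library (4.76). A sex difference that is alike at 6 and 12 months is argued against, because 2 of the 3 APP libraries at 6 months were no higher than the highest WT library of that age (2.99). A sex difference present only at 12 months cannot be told apart from genotype, since 0 libraries of 12 months had a sex other than the rest of their group. The App genotype is the biological difference the design names, and it stays open along with it. For the single interaction tests, scaling left Cst7 and Ctsd past the threshold (4.81 and 1.36). This argues against the share of noncoding transcripts as the whole cause of these 2. Gfap, Csf1 and C4b were no longer past the threshold, but kept most of their changes (2.27, 1.21 and 1.91 after scaling). The other explanations were not tested for any of these genes.

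The remaining named genes of the mouse interaction were Hsf1 (adjusted p 0.0201 from limma, 0.673 after scaling), Scarna10 (0.0456, 0.175 after scaling) and 2 entries of Rnu3a (0.02 and 0.0361, 0.104 and 0.111 after scaling). Hsf1 lost its call without 3 of the 17 libraries (adjusted p up to 0.0718) and Scarna10 without 14 (up to 0.0922). The Rnu3a entries overlap in the annotation and moved in opposite directions, and their summed TPM changed by a log2 of -0.12, so reads assigned to either of 2 overlapping entries are a likely source of both calls.

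In HT-22 cells the effect of the peptide differed between LNAs in 4379 genes (limma). No other of 100 groupings gave as many calls as the real 1, so chance is excluded at that share. A different share of TPM taken by abundant noncoding transcripts may account for this count. The protein-coding share had an interaction of -0.69 on the log2 scale beside a median of -0.68 over genes. A fall of most coding genes lowers that share too, so the likeness of these values decides nothing. After median of ratios scaling limma called 0 genes (892 at an unadjusted p under 0.05). No call was thus held once a shift common to most genes was removed. The named genes were Mir6236, Bc1 and CT010467.1 with positive interactions of 6.11, 2.77 and 2.33 (adjusted p 0.0141, 0.0355 and 0.0335), and Snord57, Mir22 and Snord11 with negative ones (adjusted p 0.0492, 0.0442 and 0.0346). From the lists they were Dusp1, Hsp90aa1, Hspa8, Hsph1 and Ctsd (adjusted p 0.0177, 0.0189, 0.0202, 0.0274 and 0.0314), and Hsf1 was at 0.024. Leaving out 1 library lost the calls of Bc1, CT010467.1, Snord57, Mir22 and Snord11 in 7, 10, 12, 11 and 9 of 14 fits, and that of Mir6236 in none. After scaling their adjusted p was 0.42 to 1. The peptide and the LNA stay among the open explanations, since the share of noncoding transcripts moved with them in the 3 libraries with Aβ42 and anti-Hsf1 LNA and TPM does not show which of the fractions changed in absolute amount.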

How the results depend on the processing

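Scaling to protein-coding genes, leaving out X and Y, the term for the 3 HT-22 libraries that stand apart, leaving out those libraries or B2 positions 10 and 16, robust dispersion estimates, and every combination with median of ratios scaling were chosen only after the data were seen. The others were planned. Counts below are genes or positions past the threshold, and changes of genes are log2. Where a value depends on a setting the cause was not tested, except where fewer libraries or fewer tested genes are named.

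Of 249 long-RNA counts under other settings, 139 stayed within 1.5 times the main count and 110 moved further. Of 98 counts after median of ratios scaling with 1 library left out, 50 stayed within 1.5 times the scaled count and 48 moved further. For B2 positions 114 of 126 stayed within it and 12 moved. Internal shares had the same sign and side of the threshold in 128 of 139 cases and the opposite sign in 11. Of 60 list results 39 were the same, 8 had the opposite sign, 8 passed the threshold anew and 5 no longer did. For named genes and single values 1872 of 2487 were the same, 51 had the opposite sign, 12 passed the threshold anew and 552 no longer did. For named positions 538 of 582 were the same, 27 had the opposite sign, 2 passed anew and 15 no longer did. Pseudocounts of 0.1 and 0.5 moved no long-RNA count by more than 1.5 times, and no minimum count, internal from position 11, a log2 ratio, leaving out the highest position or positions 10 and 16, and robust dispersion estimates moved no B2 count or share past these bounds.

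Median of ratios scaling gave 307 genes for APP against WT at 6 months (10339 on TPM), 43 for the average over ages (1353), 83 for the genotype by age interaction (5910) and 11 for WT at 12 against 3 months (21). In HT-22 cells limma gave 0 for the peptides under anti-Hsf1 LNA (4197), 0 for the interaction (4379) and 4 for the LNA with Aβ42 (8766). App became 0.127 at 3 months, -0.016 at 6 months, 0.288 for the peptides under anti-Hsf1 LNA and 0.024 for the interaction, and Hsf1 -0.013 at 12 months. Hspa8 and Cd9 became 0.041 and 0.062 for the peptides under anti-Hsf1 LNA, and Hsph1 and Ctsd 0.05 and 0.131 for the interaction. Relative to all genes, the immediate-early list became -0.05 at 6 months and heat shock 0.07 in the HT-22 interaction, and plaque glia at 6 months became 0.4 and passed camera's threshold.

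With X and Y left out as well, median of ratios scaling gave 281 genes at 6 months, 67 at 12 months, 23 for the average, 71 for the interaction and 3 for WT age, where fewer genes were tested. App was then 0.128 at 3 months and -0.018 at 6 months, and Hsf1 -0.012 at 12 months. Leaving out X and Y on TPM gave 8 genes for WT age.

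Scaling to protein-coding genes gave 29, 271 and 59 genes at 3, 6 and 12 months, 42 for the average, 46 for the interaction and 10 for WT age. It gave 0 in limma for the peptides under anti-Hsf1 LNA, 0 for the HT-22 interaction and 0 for the LNA with Aβ42. App became 0.137 at 3 months and 0.255 for the peptides under anti-Hsf1 LNA, where Hspa8 and Cd9 became 0.007 and 0.028, and Ctsd became 0.062 in the HT-22 interaction. Hsf1 in libraries labelled anti-Hsf1 against scramble became -0.235, with an exact permutation p of 0.0588.

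Quantile normalisation gave 44 and 350 genes at 3 and 6 months, 52 for the average, 134 for the interaction, 11 for WT age, and 0, 0 and 1 for the peptides under anti-Hsf1 LNA, the HT-22 interaction and the LNA with Aβ42. App became 0.181 at 3 months, 0.045 in WT age, 0.236 for the peptides under anti-Hsf1 LNA and 0.008 in the interaction. Hsf1 became -0.019 at 12 months, Cd9 0.017 for the peptides under anti-Hsf1 LNA and Hsph1 0.007 in the interaction. FPKM gave 45 and 1755 genes at 3 and 6 months, 415 for the average, 406 for the interaction, and 0, 0 and 5 for the same HT-22 contrasts, with App at 0.106 at 3 months and 0.108 for the peptides under anti-Hsf1 LNA.

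Where limma gave 0 genes under these scalings, 726 to 1731 were at an unadjusted p under 0.05. Array weights gave 2203 genes at 12 months, 5301 for the average, 4610 for WT age, 10045 for the peptides under anti-Hsf1 LNA and 8522 for the HT-22 interaction. A mean TPM of at least 5 gave 156, 60 and 42 genes at 3 months, at 12 months and for WT age, with fewer genes tested. No filter gave 32 at 3 months, 476 for the average and 2 for the LNA with reverse peptide. Fitting the compared groups alone gave 4 at 3 months and 69 for WT age, with fewer libraries behind the spread.

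The numbers of the libraries do not pair them. The correlation of same-number libraries across groups, after group means were taken off, was -0.068 to 0.115 in mice. In HT-22 cells it was 0.231, 0.247, -0.216 and 0.575 for replicates 1 to 4 of the scramble groups and -0.102 to 0.058 elsewhere. The replicate block gave 484 genes at 3 months, 932 for WT age and 1 for the peptides under scramble, and 3 B2 positions for the HT-22 interaction. Under the block Hsf1 in libraries labelled anti-Hsf1 against scramble was -0.554, with an exact permutation p of 0.125 within numbers.

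The block with median of ratios scaling gave 313 genes at 6 months, 68 at 12 months, 14 for the average, 130 for the interaction and 9 for WT age. In HT-22 cells it gave 1 for the peptides under scramble, 0 for those under anti-Hsf1 LNA, 0 for the interaction and 2 for the LNA with Aβ42. App became 0.18 at 3 months, -0.016 at 6 months, 0.044 in WT age, 0.288 for the peptides under anti-Hsf1 LNA and 0.024 in the HT-22 interaction. Hsf1 became -0.013 at 12 months and -0.006 for the average. Hspa8 and Cd9 became 0.041 and 0.062 for the peptides under anti-Hsf1 LNA, Hsph1 and Ctsd 0.05 and 0.131 in the interaction, and Ctsd and Hsp90ab1 0.019 and 0.049 for the LNA with Aβ42.

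A term for the 3 HT-22 libraries gave 8072 genes for the peptides under anti-Hsf1 LNA and 7659 for the interaction. With median of ratios scaling it gave 3, 3 and 3 for these and for the LNA with Aβ42. Hspa8, Cd9 and App then became 0.041, 0.062 and 0.288 for the peptides under anti-Hsf1 LNA, Hspa8 and Ctsd 0.029 and 0.154 in the interaction, and Ctsd and Hsp90ab1 0.041 and 0.141 for the LNA with Aβ42. Leaving these 3 libraries out of the B2 data gave 2 positions in the interaction.

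Fry tests the change itself and not the change relative to all genes. Its list medians were -0.05 for heat shock and -0.1 for plaque glia at 3 months, 0.11 for immediate-early genes at 12 months, -0.04 for plaque glia in WT age, and -0.49 for both heat shock and plaque glia for the peptides under anti-Hsf1 LNA. Under fry and not under camera, heat shock (0.76) and plaque glia (0.9) at 6 months, heat shock (-0.73) and plaque glia (-0.78) for the LNA with Aβ42, and heat shock (-0.7) and plaque glia (-0.72) in the HT-22 interaction passed the threshold, as did heat shock and plaque glia for the peptides under anti-Hsf1 LNA. Under camera and not under fry, immediate-early genes at 3 months, in WT age and for the LNA with reverse peptide and plaque glia in WT age passed it. The opposite signs come from fry's reference, since the median gene moved by -0.16 at 3 months and -0.52 for the peptides.

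For B2, DESeq2 gave 11 positions for the peptides under scramble (7 in edgeR), and the position after 100 and position 33 at 3 months became 0.108 and 0.106. TMM factors gave 0.102 for position 33 at 3 months. With the 7 positions from 95 on alone, which asks for another part of the element, the difference in share became 1.46 points at 3 months, -0.87 at 12 months, -2.62 for the peptides under scramble, 2.87 for the LNA with Aβ42 and 3.9 for the interaction. With internal counted from position 31 the interaction was 0.01. The correlation of the internal share with Hsf1 became -0.27 on residuals from group means.

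Leaving out 1 library at a time gave ranges over fits with fewer libraries. Where this left 1 WT library at 3 months, that library was assumed to vary like the other groups. Long-RNA counts ran from 2 to 205 at 3 months, 56 to 141 at 12 months, 277 to 3648 for the average, 2950 to 6736 for the interaction and 6 to 1420 for WT age. In HT-22 cells they ran from 0 to 1 for the peptides under scramble, 0 to 6352 under anti-Hsf1 LNA and 520 to 6195 for the interaction. After median of ratios scaling the counts ran from 11 to 375 at 3 months, 66 to 284 at 6 months, 17 to 47 at 12 months, 10 to 143 for the average, 16 to 205 for the interaction and 8 to 22 for WT age, and from 0 to 2 for the peptides under anti-Hsf1 LNA, 0 to 3 for the HT-22 interaction and 0 to 16 for the LNA with Aβ42. Hsf1 at 12 months ran from -0.03 to 0.353 and App for the LNA with reverse peptide from -0.173 to 0.047. B2 position counts ran from 0 to 4 at 6 months, 2 to 16 for the peptides under scramble, 5 to 15 for the LNA with Aβ42 and 0 to 4 for the interaction. The internal share difference ran from -4.58 to 2.71 points at 3 months, -2.15 to 1.87 at 12 months and -0.4 to 3.35 for the peptides under anti-Hsf1 LNA.

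Among named positions not past the threshold, position 33 ran from -0.733 to 0.776 at 3 months and -0.269 to 0.764 at 6 months. Position 100 ran from -0.558 to 0.742, -0.485 to 0.95 and -0.533 to 0.007 at 3 months, 6 months and on average. The next position ran from -0.924 to 0.09 at 3 months and -0.158 to 0.224 on average. Position 6 ran from -0.091 to 0.483 for the peptides under anti-Hsf1 LNA and -0.382 to 0.204 in the interaction. Position 7 ran from -0.135 to 0.801 and -0.402 to 0.533 in these, and from -0.288 to 0.647 for the LNA with reverse peptide, where position 98 ran from -0.324 to 0.047.

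Depth and the number of libraries both limit the B2 data. With 432 to 2355 counts over all positions, only 34 positions reached a mean of 10 in mice, and the simulated changes at a single mouse age were not recovered (0 of 10 at each of 3, 6 and 12 months), while 9 of 10 were recovered for the average over ages. For long RNA the number of reads per gene is not given, so the precision of low TPM values is unknown.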

Other observations

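The tests of explanations in this part, and the regroupings of libraries, were chosen only after the results were seen. The limma, edgeR, DESeq2 and list tests quoted here and median of ratios scaling were planned.

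At 6 months 10339 genes were called in APP against WT, nearly all higher. A candidate is a different share of TPM taken by abundant noncoding transcripts. The protein-coding share rose by 0.62 on the log2 scale beside a median gene change of 0.60. TPM has a fixed sum, so a rise of most coding genes raises that share too, and the likeness decides nothing. Median of ratios scaling, which removes a shift common to most genes, left 307 calls. With Aβ42, the share changed by -0.71 between anti-Hsf1 and scramble libraries (median gene -0.62, 8766 calls against 4 after scaling). Among anti-Hsf1 libraries it changed by -0.56 between peptides (median gene -0.52, 4197 calls against 0 after scaling, where limma gave 788 at an unadjusted p under 0.05). The same candidate and limit apply there. FPKM, which has no fixed sum, gave far fewer calls in these contrasts and both interactions, so most calls depended on the TPM scale. Neither unit gives absolute amounts, so genotype, peptide and LNA stay open.

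Other groupings of the same libraries were fitted to see whether chance can be excluded. For long RNA, APP against WT at 6 months and at 12 months each had 1 of 10 groupings with as many calls, the real one itself, and so did the peptides among anti-Hsf1 libraries (1 of 10). With 3 libraries against 3 the share is never under 0.1, so these groupings decide nothing on chance. For the plaque glia list at 12 months the list test itself excludes chance, with 15 of 15 genes higher and fry adjusted p 0.000119 (0.000972 after scaling). For the average over ages 5 of 100 groupings had as many (the highest 5370), so chance is not excluded. For anti-Hsf1 against scramble with Aβ42 it was 1 of 35, the lowest share possible. Since it is not adjusted for the number of comparisons, this share argues against chance only weakly. For the peptides under scramble and for the LNA with reverse peptide, where limma called 0 genes (1489 and 468 at an unadjusted p under 0.05), 35 of 35 groupings had as many, which a count of 0 makes certain, so this says nothing about chance. At 3 months 2 of 10 groupings had as many calls (the highest 76), and for WT at 12 against 3 months 2 of 10 (the highest 979). With 3 libraries against 2 the groupings cannot exclude chance whatever their outcome.

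For B2 positions, 3 of 35 groupings gave as many calls as the peptides under scramble, so chance is not excluded there. For anti-Hsf1 against scramble with Aβ42 it was 1 of 35, the real one. This is the lowest share possible and is not adjusted for the number of comparisons, so it argues against chance only weakly. In the comparisons in which edgeR called 0 positions every grouping has as many by necessity, and the groupings say nothing about chance. These were the average over ages (100 of 100), 3, 6 and 12 months (10 of 10 each), the peptides under anti-Hsf1 LNA (10 of 10), the LNA with reverse peptide (35 of 35) and the interaction (100 of 100), with 0, 0, 2, 0, 1, 4 and 9 positions at an unadjusted p under 0.05 and 0 called by DESeq2.

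APP replicate 2 at 6 months had a plaque glia score of 4.28, while the other 2 APP libraries of that age were at 2.83 and 2.92, and its choroid plexus score was 1.93 against 4.01 and 4.31. If the rest of the tissue kept its makeup, less choroid plexus in the dissection would change glia and neuron markers by the same factor. Scaling would divide out that factor for both. The neuron score of this library was 7.62 against 7.67 and 7.77, so the plaque glia score rose relative to neurons. This argues against less choroid plexus. A 12-month library under a 6-month label cannot be told apart from a mouse further along, because the score lies between the groups (lowest 12-month APP library 4.76) and the labels hold nothing else to decide it. Differences between mice in the course of the disease were not tested.

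At 3 months Foxp2 and Scn4b were higher in APP. Neighbouring brain regions in the dissection may be the source, since the thalamus list, which holds neither gene, was 1.62 above all genes after median of ratios scaling and the striatum list 0.98. The thalamus score was 5.63 and 4.46 in APP replicates 1 and 2, but 2.79 in replicate 3, inside the 2.75 to 3.12 of WT. The thalamus list thus covers only replicates 1 and 2. The striatum score was 4.44, 2.90 and 2.35 in APP replicates 1, 2 and 3, against 2.09 and 2.24 in WT. In WT replicate 3 at 6 months it reached 2.46, so the value of APP replicate 3 decides little. Foxp2 was at 5.63 TPM in APP replicate 3, against 1.15 and 2.03 TPM in WT at 3 months. The WT libraries come from the same dissection, so their scores do not show what the hippocampus itself expresses, and the genotype stays open.

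WT replicate 3 at 6 months had the lowest internal share of B2 counts, 67.3%. Without positions 10 and 16 its share was 87.6%, beside 82.7% to 90.7% in the other mouse libraries. These positions were chosen because they were high in this library and lie outside the internal part, so this shows where the counts lie and decides nothing about their source. Single positions taking a large share of the counts cannot be told apart from other causes, and no biological explanation was tested.

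Rnu3b3 has 2 overlapping entries, which changed in opposite directions between anti-Hsf1 and scramble with Aβ42 (-3.71 and 3.88), and their sum changed by 1.16. Nnt has 2 overlapping entries as well, with averaged changes of -0.95 and 1.81 in APP and a sum of -0.19. Reads assigned to either of 2 overlapping entries are a likely source of the opposite signs in both cases.

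The pituitary hormone genes Prl and Gh were highest in APP replicate 3 at 6 months (111 and 26.6 TPM). They were at 12.9 and 10.3 TPM in APP replicate 3 at 3 months and at 38.1 and 12.4 TPM in APP replicate 1 at 12 months. Among WT libraries they were highest at 4.34 and 9.81 TPM in replicate 1 at 12 months. In the WT libraries of 6 months Prl was at most 0.0916 TPM and Gh was listed at 0.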
